# Ezetimibe Enhances Lipid Droplet and Mitochondria Contact Formation, Improving Fatty Acid Transfer and Reducing Lipotoxicity in Alport Syndrome Podocytes

**DOI:** 10.3390/ijms252313134

**Published:** 2024-12-06

**Authors:** Jin-Ju Kim, Eun-Jeong Yang, Judith Molina David, Sunjoo Cho, Maria Ficarella, Nils Pape, Josephin Elizabeth Schiffer, Rachel Njeim, Stephanie S. Kim, Claudia Lo Re, Antonio Fontanella, Maria Kaber, Alexis Sloan, Sandra Merscher, Alessia Fornoni

**Keywords:** lipid droplet, fatty acid, lipotoxicity, Alport syndrome podocytes

## Abstract

Mitochondrial dysfunction is a critical factor in the pathogenesis of Alport syndrome (AS), contributing to podocyte injury and disease progression. Ezetimibe, a lipid-lowering drug, is known to inhibit cholesterol and fatty acid uptake and to reduce triglyceride content in the kidney cortex of mice with AS. However, its effects on lipid droplet (LD) utilization by mitochondria have not been explored. Transmission electron microscopy (TEM) and mitochondrial functional assays (ATP production, mitochondrial membrane potential, and citrate synthase activity) were used to investigate the impact of ezetimibe on LD–mitochondria contact formation and mitochondrial function in *Col4a3*KO (AS) and wildtype (WT) podocytes. TEM analysis revealed significant mitochondrial abnormalities in AS podocytes, including swollen mitochondria and reduced cristae density, while mitochondrial function assays showed decreased ATP production and lowered mitochondrial membrane potential. AS podocytes also demonstrated a higher content of LD but with reduced LD–mitochondria contact sites. Ezetimibe treatment significantly increased the number of LD–mitochondria contact sites, enhanced fatty acid transfer efficiency, and reduced intracellular lipid accumulation. These changes were associated with a marked reduction in the markers of lipotoxicity, such as apoptosis and oxidative stress. Mitochondrial function was significantly improved, evidenced by increased basal respiration, ATP production, maximal respiration capacity, and the restoration of mitochondrial membrane potential. Additionally, mitochondrial swelling was significantly reduced in ezetimibe-treated AS podocytes. Our findings reveal a novel role for ezetimibe in enhancing LD–mitochondria contact formation, leading to more efficient fatty acid transfer, reduced lipotoxicity, and improved mitochondrial function in AS podocytes. These results suggest that ezetimibe could be a promising therapeutic agent for treating mitochondrial dysfunction and lipid metabolism abnormalities in AS.

## 1. Introduction

Alport syndrome (AS) is a hereditary disease of the glomerular basement membrane (GBM) caused by mutations in the genes coding for different chains of collagen type IV (Col IV) [1,2,3]. Mutations in the α3, α4, or α5 chains of Col IV disturb the normal formation of the basement membranes in the kidney [1], eye [4], and inner ear [5]. In the kidney, the integrity of the glomerular filtration barrier is disrupted, initially resulting in GBM ultrastructural changes, followed by progressive renal failure [6]. Patients with AS develop end-stage renal disease during adolescence or early adulthood [7]. Yet, no specific treatment is currently available for AS, and ramipril represents the only standard of care based on retrospective studies [8] and supported by a recent phase-two study in adolescents affected by AS [9].

The kidney glomerulus is a highly specialized structure that ensures the selective ultrafiltration of plasma so that essential proteins are retained in the blood [10]. Podocytes are glomerular epithelial cells with numerous foot processes bridged by a 40 nm wide extracellular structure known as the slit diaphragm [11,12]. The interaction of podocytes with the GBM is crucial to maintain an intact glomerular filtration barrier [13]. However, how an altered GBM affects podocyte structure, function, and metabolism remains to be established. Just like for most glomerular disorders, podocyte injury is an important feature of AS, and a reduction in the number of podocytes is associated with disease progression in patients with AS [14]. Thus, proper podocyte function is of critical importance for sustained function of the glomerular filter.

Renal lipotoxicity, as reported by others and us, is an important contributor to the pathogenesis of several forms of kidney disease, including AS [15,16]. In particular, we demonstrated that lipotoxicity in terminally differentiated cells such as podocytes is a key determinant of cell injury [16,17,18]. Both impaired cholesterol efflux [16,17,19] and altered free fatty acid (FFA) metabolism in podocytes play a critical pathogenic role in diabetic kidney disease [20] as well as in kidney diseases of non-metabolic origin such as AS [15]. We and others have previously reported that altered lipid metabolism occurs in glomeruli and tubules from *Col4a3* KO mice, a mouse model for AS, and contributes to disease progression [15,21]. Lipid droplets (LDs) share the same structure across cell types and are mainly compromised of a neutralized form of lipids such as triglycerides (TGs) and cholesterol esters to protect against lipotoxicity, shielded by proteins and a phospholipid monolayer [22,23,24]. While the impairment of cholesterol efflux is not sufficient to cause podocyte apoptosis [16], podocytes are highly susceptible to apoptosis caused by FFA [25]. However, the detailed mechanism by which FFAs contribute to podocyte injury in AS remains to be elucidated.

We previously reported that an abnormal GBM, as observed in AS, alters podocyte discoidin domain receptor 1 (DDR1) signaling, leading to elevated FFA uptake, TG accumulation, and podocyte lipotoxicity [26]. The increased level of FFA uptake is due to DDR1-mediated cluster of differentiation 36 (CD36) activity. Ezetimibe, which is an FDA-approved lipid-lowering agent [27,28,29], reduces FFA uptake by interfering with the DDR1 and CD36 interaction [26]. We previously demonstrated that, unexpectedly, ezetimibe treatment reduces TG levels but not cholesterol levels in the progression of AS [26]. However, the downstream mechanism by which TG accumulation injures podocytes remains to established.

TG metabolism and cellular energy homeostasis are mediated through the lipolysis of TG stored in LDs, leading to the release of FFA [30]. Although TG lipolysis provides a convenient source of cellular fuel for energy production, excessive lipolysis can contribute to the buildup of toxic lipid intermediates and/or oxidized lipids [31,32]. In patients with non-alcoholic fatty liver disease, for example, excessive FFA catabolism resulting from the excessive lipolysis of TG is a major contributor to cellular lipotoxicity [33]. When cells need energy, TGs stored in LD are hydrolyzed into FFAs and consumed to produce ATP [34,35,36]. LD–mitochondria contact sites are crucial for the efficient transfer of FFA [36] from LD to mitochondria, which is necessary to maintain proper cellular energy homeostasis and proper lipid metabolism. Failure to establish proper LD–mitochondria contact sites can lead to the accumulation of FFAs in the cytosol, causing mitochondrial dysfunction and further exacerbating cellular injury [36,37].

Although mitochondrial dysfunction is a critical factor in the pathogenesis of various kidney diseases [17,38], it is unknown whether the mitochondrial dysfunction contributes to the progression of AS in an experimental model. Thus, in this report, we first describe mitochondrial dysfunction in the AS. Second, we demonstrate the reduction in contact formation between LD and mitochondria-mediated inefficient FA transfer as one of the main causes of mitochondrial dysfunction and podocyte injury in AS. Third, we report for the first time that ezetimibe, the lipid-lowering agent, has a role in enhancing LD–mitochondria contact formation, preventing lipotoxicity.

## 2. Results

### 2.1. Increased TG Lipolysis in Immortalized AS Podocytes Is Associated with Podocyte Injury Due to Inefficient FA Transfer Leading to Mitochondrial Dysfunction

We previously reported increased TG accumulation in immortalized AS podocytes. To determine if increased TG accumulation in AS podocytes is associated with increased TG lipolysis and podocyte injury, lipolysis and apoptosis were investigated. Our data show that TG lipolysis (Figure 1A,B) are significantly increased in immortalized AS when compared to immortalized WT podocytes. Intracellular FFA levels were measured in immortalized WT and AS podocytes. We found that FFA levels were increased in AS podocytes when compared to WT podocytes (Figure 1E), further supporting that lipolysis is increased in AS podocytes. The coordination of LD lipolysis and mitochondrial metabolism is critical for the removal of toxic FFA species and the prevention of lipotoxicity. LD–mitochondrial contact formation is crucial for efficient FA transfer from LDs to mitochondria and ATP production to prevent FA cytotoxicity [39,40,41]. We next examined if the increased cytosolic FFA pool in AS could be caused by the impaired formation of LD–mitochondrial contacts. The TEM image analysis of immortalized podocytes showed a significant reduction in LD-mitochondrial contact formation in AS podocytes when compared to WT podocytes (Figure 1C,D). This observation suggests that FAs produced due to increased TG lipolysis (Figure 1A) in AS podocytes cannot be efficiently transferred and utilized by mitochondria, thus contributing to lipotoxicity. Additionally, we observed alterations in mitochondrial morphology including decreased cristae density and increased mitochondrial swelling (Figure 1F,G), as well as a reduction in mitochondrial membrane potential (Figure 1H) and ATP production (Figure 1I), potentially caused by increased FFA [42], suggesting mitochondrial dysfunction. Lastly, we found increased mitochondrial biogenesis (Figure 1J), a possible compensatory cellular response to mitochondrial dysfunction. Taken together, our data suggest that in immortalized AS podocytes, increased cytoplasmic FFA are not efficiently transferred from LDs to mitochondria due to impaired LD–mitochondria contact formation, thereby contributing to mitochondrial dysfunction and podocyte injury.

### 2.2. Ezetimibe Improves Lipid Droplet and Mitochondria Contact Formations

Ezetimibe is an FDA-approved drug for hypercholesterolemia. Besides its ability to prevent cholesterol adsorption, experimental data from others suggested that it can affect FFA uptake in hepatocytes [43]. We previously have reported that ezetimibe inhibits FFA uptake via the blocking of the interactions of CD36 and DDR1. We recently demonstrated that ezetimibe treatment of *Col4a3* KO mice, an experimental mouse model of AS, improves kidney function [26]. Here, we show that ezetimibe improves LD–mitochondria contact formation in immortalized AS podocytes treated with ezetimibe compared to untreated AS podocytes (Figure 2A,B). Enhanced LD–mitochondria contact formation was observed in ezetimibe-treated AS podocytes (Figure 2A,B) and in the glomeruli of *Col4a3*KO mice (Figure 2F,G), suggesting that ezetimibe treatment results in a more efficient fatty acid (FA) transfer from LDs to mitochondria and thereby protects against podocyte injury. To test this hypothesis, we measured the levels of FFAs and apoptosis in ezetimibe-treated immortalized AS podocytes. As expected, ezetimibe treatment significantly reduced the FFA level (Figure 2C), podocyte injury (Figure 2D), and mitochondrial swelling (Figure 2E) of AS podocytes. We also found a significant increase in the rate of FA transfer to mitochondria in ezetimibe-treated immortalized podocytes, which was accompanied by the increased LD–mitochondria contact formation. These findings suggest that by promoting efficient FA transfer, ezetimibe mitigates the lipotoxic effects of accumulated FAs.

## 3. Discussion

Our findings extend previous research, demonstrating that podocytes undergo metabolic shifts in disease [44] and that impaired TG and FA metabolism, particularly the reduced formation of LD and mitochondria contact sites, plays a critical role in podocyte injury in AS. These contact sites are essential for efficient FA transfer from LDs to mitochondria, where FAs are oxidized to produce ATP [35,36,45]. The impaired contact formation observed in AS podocytes leads to inefficient FA utilization, resulting in elevated cytosolic FFAs and mitochondrial dysfunction, which exacerbates podocyte injury (Figure 1). Our findings demonstrate that lipid droplet (LD) underutilization is a specific and critical pathological feature in AS podocytes. Transmission electron microscopy (TEM) revealed a marked reduction in LD–mitochondria contact formation in AS podocytes compared to wild-type (WT) controls, indicating that FAs generated through lipolysis cannot be effectively transferred to mitochondria. This inefficiency exacerbates cytosolic FFA accumulation, contributing to mitochondrial dysfunction, including decreased ATP production, increased mitochondrial swelling, and reduced cristae density (Figure 1). These findings are consistent with previous studies linking LD–mitochondria interactions to energy production and lipotoxicity prevention in podocytes. The enhancement of LD–mitochondria contact sites by ezetimibe observed in our study further supports the central role of LD underutilization in AS pathology and highlights its potential as a therapeutic target.

In a previous study, we demonstrated for the first time that ezetimibe, a lipid-lowering agent, reduces FFA uptake via the inhibition of the CD36 activity [26]. Additionally, we analyzed NPC1L1 expression in WT and AS podocytes and found that while NPC1L1 is detectable, its expression is relatively low compared to that in the small intestine, where its role in cholesterol metabolism is well established [46] (Supplementary Figure S2). This observation suggests that the ability of ezetimibe to reduce triglyceride accumulation in AS podocytes is not primarily due to its effects on NPC1L1-mediated cholesterol absorption but rather through its inhibition of DDR1-CD36 interactions and subsequent modulation of fatty acid metabolism. In this study, we provide evidence that ezetimibe also enhances LD–mitochondrial contact formation, which leads to improved FA transfer efficiency, reduces FFA accumulation, and mitigates podocyte apoptosis (Figure 2). While ezetimibe effectively lowers TG levels, its lack of effect on cholesterol levels indicates distinct regulatory pathways for these types of lipids in AS [26]. Furthermore, statins and ezetimibe have been studied for their potential nephroprotective effects [47]. While statins are recommended for CKD patients to reduce cardiovascular risk, their impact on slowing kidney disease progression remains inconclusive [48]. Preclinical studies have shown that statins may benefit podocyte function in *Col4a3−/−* mice, but these findings have yet to be validated in AS patients. Ezetimibe, on the other hand, has been shown to partially protect against albuminuria and CKD progression in *Col4a3−/−* mice by reducing CD36-dependent fatty acid uptake and triglyceride content [26]. However, whether these effects translate to AS patients remains to be established. Recent studies in diabetes and CKD models have demonstrated that ezetimibe reduces kidney parenchyma fat content, supporting its potential application in AS [49]. Our findings suggest that ezetimibe’s therapeutic potential in AS extends beyond lipid-lowering properties to include protective effects on mitochondrial function and FA metabolism. However, while we observed a significant reduction in LD–mitochondrial contact formation in AS podocytes, the precise molecular mechanisms underlying this dysfunction were not fully elucidated. Thus, it would be important to study LD-associated proteins, such as members of the perilipin family [36,41], to determine if these proteins plays a crucial role in LD–mitochondria contact formation [24,50] and if they are regulated by ezetimibe. In addition, exploring the potential synergy between ezetimibe and other lipid-regulating agents could open new therapeutic avenues. Since distinct pathways regulate TG and cholesterol metabolism [16,17,26,51], combination therapies may offer more comprehensive protection for podocytes in AS. These findings highlight a previously unrecognized mechanism of ezetimibe action and suggest potential therapeutic benefits for AS patients by targeting mitochondrial dysfunction and lipid metabolism. To support the translational potential of our findings, we recently conducted a phase 2 study in patients with diabetes and demonstrated that ezetimibe treatment is associated with a decreased renal parenchyma fat content as assessed by MRI, thus offering a minimally invasive tool to monitor response to treatment in future clinical development [49].

The limitation of our study includes a purely in vitro design and the inability to identify the exact mechanisms responsible for the lack of LD–mitochondria contact in AS. Additionally, the protective effects of ezetimibe on the mitochondrial dysfunction in AS mice remained unclear. While this study primarily focuses on mechanistic insights at the cellular level, we recognize the limitations of the current in vivo data. Further investigations, including a comprehensive analysis of mitochondrial function and morphology in AS mouse models, are warranted to address this gap. Nevertheless, the in vitro design allowed us to better characterize the specific effect of ezetimibe on cell metabolism, and both experimental and clinical efficacies were described in parallel studies and support the clinical relevance of our findings. Additional drug development studies will be needed to develop a targeted therapeutic agent that would allow for proper LD–mitochondria contact.

## 4. Methods

### 4.1. Podocyte Cell Culture

Immortalized AS and WT podocytes were established by us previously [26,52] via breeding *Col4a3*KO mice with H-2kb-tsA58 transgenic mice purchased from Charles River (Wilmington, MA, USA, CBA/CaxC57BL/10-H-2Kb-tsA58) [53]. Immortalized cell lines were cultured at 33 °C in RPMI growth medium (containing 10% fetal bovine serum, 1% penicillin/streptomycin, 10 U/mL IFN γ) under permissive conditions. Podocyte cell lines were then thermo-shifted to 37 °C non-permissive conditions in the absence of IFNγ for 12 days of differentiation. To further characterize WT and AS podocyte cell lines, differentially expressed gene (DEG) analysis was performed on transcriptomic data from these cell lines (Supplementary Figure S1).

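RNA from 3 samples of immortalized WT podocytes and 3 samples of immortalized AS podocytes was sequenced. The samples of a genotype are numbered as sets 1 to 3, and whether a set is a separate culture is not stated. AS podocytes are a line made from mice that lack Col4a3, and each genotype was represented by 1 cell line, so that genotype and cell line cannot be separated in these data. Cells were grown at 33 °C and differentiated at 37 °C. The paper gives 12 days of differentiation and 10 U/mL interferon gamma, whereas the sample records give 14 days and 20 U/mL. The records also give 15 cycles of PCR. The authors deposited the number of reads they counted on each gene, without normalization, while the aligner, the counting tool and the genome build are not given in the sources used here. The total count was 52070194, 46746373 and 46348481 in the WT samples and 45417221, 50310683 and 54290968 in the AS samples. The table lists 57132 genes by versioned Ensembl identifier, of which 51880 were given a symbol from GENCODE M21 (GRCm38), and the genes without a symbol held 0.363% of the counts. The 16263 genes that passed edgeR's filterByExpr at its defaults were scaled by TMM and compared as AS over WT with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Expression is given as CPM, which are counts relative to the TMM-scaled library sizes. A count of 0 over the 3 samples of a group allows up to 0.0209 CPM in WT and 0.0198 CPM in AS podocytes (3 counts over the group), which covers counting error only.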

### 4.2. Ezetimibe Treatment

For in vitro studies, WT and AS podocyte were differentiated for 9 days and serum-starved for 12 h and treated with ezetimibe 24 µM in complete medium for 48 h.

For in vivo studies, *Col4a3* KO mice (129-*Col4a3*^tm1Dec^/J, stock number 002908, Jackson Laboratories, Bar Harbor, ME, USA) were used to evaluate the effects of ezetimibe on lipid metabolism and renal function as previously reported [26]. Ezetimibe was orally administered at a dose of 5 mg/kg body weight daily, starting at 4 weeks of age, for a duration of 4 weeks. The mice were sacrificed at 8 weeks of age. The experimental groups included WT, WT + EZ, *Col4a3*KO, and *Col4a3* KO + EZ.

### 4.3. Transmission Electron Microscopy

Kidneys from three mice per group were harvested at the time of sacrifice and transferred into a solution of 0.1 M phosphate buffer (pH 7.4) containing 4% paraformaldehyde and 1% glutaraldehyde. Podocytes were seeded in a 6-well plate with 80% confluency for differentiation. Differentiated cells were washed with 0.1 M Na-cacodylate and fixed with 2% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M Sodium Cacodylate Buffer (pH 7.4). Kidney cortices and podocytes were processed for ultrastructural examination at the Electron Microscopy and Histology Core Facility at Weill Cornell Medical College. Images were taken by a digital electron microscope (JEM-1400, JEOL USA, Peabody, MA, USA) by one blinded investigator. Mitochondrial area, matrix density, and lipid droplet and mitochondria contact and distance between them were quantified using Image J by two blinded investigators. Five representative images were obtained from each group and 20 representative mitochondria were selected for analysis.

### 4.4. Mitochondrial Membrane Potential Measurement Assay

Mitochondrial membrane potential (MMP) was determined by MitoProbe™ TMRM Assay Kit (Invitrogen, ThermoFisher, Waltham, MA, USA), according to the manufacturer’s protocol. Briefly, 1 × 10^6^ differentiated podocytes were resuspended in 1 mL phosphate-buffered saline (PBS). For the control samples, 2 mL of 50 mM of CCCP was added to induce MMP depolarization. Experimental samples were incubated with 20 nM tetramethylrhodamine methyl ester (TMRM) for 30 min at 37 °C, 5% CO_2_. Data were acquired on a BD LSR Fortessa flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA) with 561 nm excitation and the PE-Texas red filter. Membrane potential was calculated as the aggregate/monomer ratio.

### 4.5. ATP Determination Assay

The ATP determination assay was performed using the ATP Determination Kit (Molecular Probes, Thermo Fisher) following the manufacturer’s protocol. The production of cellular ATP was quantified using the bioluminescence assay in which luciferase converts D-luciferin in the presence of ATP. The production of light is proportional to the amount of ATP in cells. Data were normalized to cell numbers.

### 4.6. Citrate Synthase Assay

Citrate synthase assay was performed by measuring the reduction in DTNB (5,5′-dithiobis-(2-nitrobenzoic acid)) as previously described [38]. Differentiated podocytes were harvested and permeabilized by mechanical breakage (four freeze–thaw cycles), followed by resuspension in a buffer containing 225 mM mannitol, 75 mM sucrose, 10 mM Tris pH 7.2, and 0.1 mM EDTA. A total of 10 μL of cell homogenate was added to 10 mM Tris–HCl, pH 7.5 buffer containing 0.2% Triton X-100, 0.1 mM DTNB, and 0.2 mM acetyl-CoA. Baseline absorbance was measured at 412 nm. To initiate the reaction, 0.5 mM oxaloacetic acid was added, and the increase in absorbance at 412 nm was recorded for 1 min. The linear rate of increase was used to calculate citrate synthase activity as mM of NTB (nitro-thiobenzoate, ε = 13.6 mM^−1^ cm^−1^) product generated per minute and normalized to the protein concentration of the homogenate.

### 4.7. Lipolysis Assay

Lipolysis was determined using the glycerol assay kit (MAK117, Millipore Sigma, Burlington, MA, USA) according to the manufacturer’s protocol. Assay buffer, enzyme mix, ATP, and dye reagent were added to the samples and mixed on a horizontal shaker followed by incubation at room temperature in the dark for 20 min. Absorbance was measured at 570 nm using a Spectra Max i3X plate reader (Molecular Devices, San Jose, CA, USA).

### 4.8. Free Fatty Acid (FFA) Quantification Assay

FFA levels were measured in cell lysates using a commercial colorimetric assay kit (Millipore Sigma). Briefly, cells were washed with cold PBS, lysed with a lysis buffer, then centrifuged at 10,000× *g* for 10 min to remove debris. The supernatant containing the cell lysate was collected, and FFA content was quantified according to the manufacturer’s instructions. FFA standards were prepared, and the lysates were added to a 96-well plate along with the assay reagent. After 30 min of incubation at 37 °C, absorbance was measured at 570 nm using a microplate reader. FFA concentrations were determined by comparison to a standard curve, and values were normalized to total protein content in each sample, which was quantified using a bicinchoninic acid assay.

### 4.9. Statistics

For each statistical test, biological sample size (n), and *p*-value are indicated in the corresponding figure legends. All values are presented as mean ± SD. Statistical analysis was performed using Prism GraphPad 7 software. Significant outliers were determined by the GraphPad outlier calculator and excluded from further statistical analysis. Animals were grouped according to genotypes and then randomized, and investigators were blinded for the analyses. When comparing two groups, a two-tailed Student’s *t*-test was performed. Otherwise, results were analyzed using one-way ANOVA followed by Holm–Sidak’s multiple comparisons. A *p*-value less than 0.05 was considered statistically significant. Only data from independent experiments were analyzed.

## Figures and Tables

**Figure 1:**
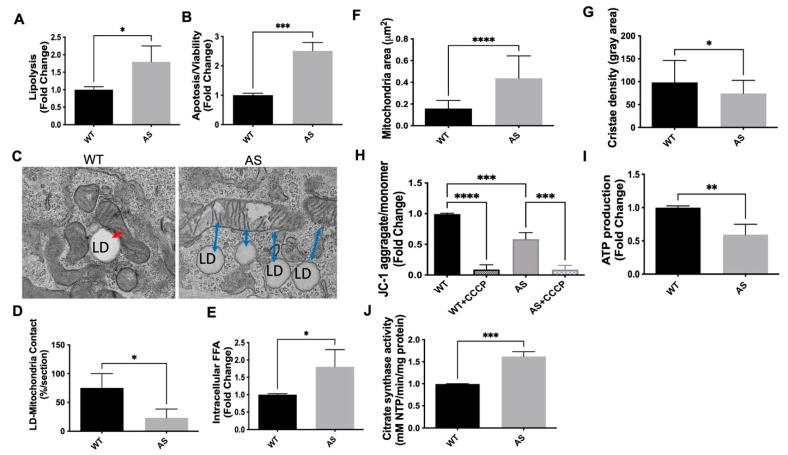
Increased TG lipolysis in immortalized AS podocytes is associated with mitochondrial dysfunction and podocyte injury due to inefficient FA transfer. (**A**) Lipolysis assay demonstrating significantly increased lipolysis in immortalized AS podocytes when compared to immortalized WT podocytes (n = 3, * *p* < 0.05, *t*-test). (**B**) Apoptosis increases in immortalized AS podocytes when compared to immortalized WT podocytes (n = 3–4, *** *p* < 0.001, *t*-test). (**C**,**D**) TEM image analysis demonstrates lower mitochondria and LD interaction in immortalized AS podocytes compared to immortalized WT podocytes; red arrow indicates LD contact with mitochondria, and blue arrow indicates distance between LD and mitochondria (**C**), quantified (**D**) (* *p* < 0.05, *t*-test). (**E**) Intracellular FFA are increased in immortalized AS podocytes when compared to immortalized WT podocytes (n = 3, * *p* < 0.05, *t*-test). (**F**,**G**) Mitochondrial area (**F**) and cristae density (**G**) of the podocytes in the TEM images were quantified by image J 1.54f. (* *p* < 0.05, **** *p* < 0.01, *t*-test). (**H**) Mitochondrial membrane potential (MMP) measured by aggregate/monomeric JC-1 ratio, demonstrating decreased MMP (n = 3, *** *p* < 0.001, **** *p* < 0.0001 one-way ANOVA). (**I**) ATP production was measured by bioluminescence (n = 3, ** *p* < 0.01 *t*-test). (**J**) Citrate synthase activity determined by the rate of absorbance gain at 412 nm normalized to protein concentration (n = 3, *** *p* < 0.001 *t*-test).

**Figure 2:**
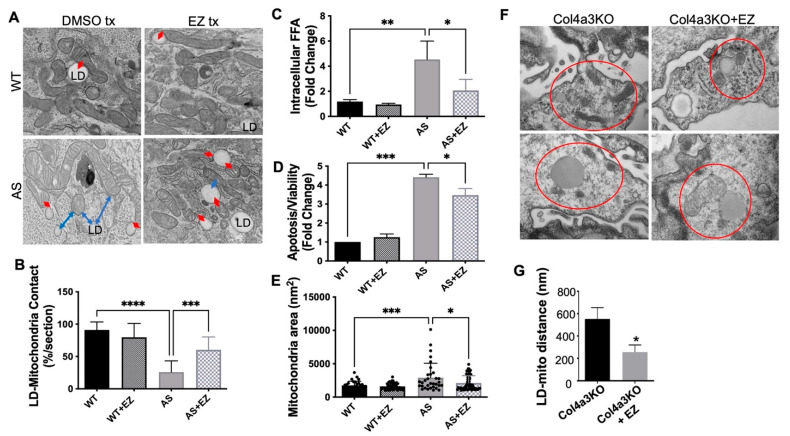
Ezetimibe improves LD–mitochondria contact formation and protects from immortalized podocyte injury. (**A**,**B**) TEM analysis demonstrating increased LD–mitochondria contact in immortalized AS podocytes treated with ezetimibe compared to untreated AS podocytes; red arrows point to LD and mitochondria contact, and blue arrows indicate the distance between LD and mitochondria (**A**), and the quantification (**B**) of LD and mitochondria contact formation (n = 3 mice per group, *** *p* < 0.001 **** *p* < 0.0001, one-way ANOVA). (**C**) The intracellular FFA quantification assay demonstrates that ezetimibe treatment reduces FFA in immortalized AS podocytes compared to untreated AS podocytes (n = 3, * *p* < 0.05, ** *p* < 0.01) (**D**) The apoptosis assay demonstrates that ezetimibe treatment of immortalized AS podocytes reduces apoptosis compared to untreated AS podocytes (n = 3–4, * *p* < 0.05, *** *p* < 0.001, one-way ANOVA). (**E**) The quantified mitochondrial area of the TEM image analysis demonstrates that ezetimibe treatment on immortalized AS podocytes prevents mitochondria swelling (n = 3, * *p* < 0.05, *** *p* < 0.001). (**F**,**G**) TEM image of Col4a3KO mice and ezetimibe-treated *Col4a3*KO mice, indicating that the ezetimibe treatment reduces the distance of LD and mitochondria (**F**) and the bar graph of the quantification (**G**) (n = 3, * *p* < 0.05).

## Data Availability

The bulk RNA-seq data generated from immortalized WT and AS podocytes are deposited in the NCBI GEO database under the accession number GSE274298 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274298, accessed on 27 November 2024). The dataset is currently private as it is associated with a manuscript under revision for resubmission to Kidney International. The data will be made publicly available upon publication of the manuscript. Until then, the raw transcriptomic data are available upon reasonable request from the corresponding author. The processed transcriptomic data analysis is provided in the Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms252313134/s1.

# Supplementary material for: Ezetimibe Enhances Lipid Droplet and Mitochondria Contact Formation, Improving Fatty Acid Transfer and Reducing Lipotoxicity in Alport Syndrome Podocytes
**Source:** Int J Mol Sci. 2024 Dec 6;25(23):13134. doi: 10.3390/ijms252313134
**Supplement:** Supplementary file 1

### Supplemental data Figure S1.

To characterize the WT and AS podocyte cell lines, we performed differentially expressed gene (DEG) analysis on transcriptomic data from WT and AS podocytes. This analysis identified 1,230 genes that were differentially expressed between WT and AS podocytes, as shown in the volcano plot (p-value  $<0.05$ ,  $|FC|>2$ ). 

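Among the genes tested, 6517 differed between AS and WT podocytes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 3324 were higher and 3193 were lower in AS podocytes. With an unadjusted p under 0.05 and a fold change over 2, 1966 genes passed, 807 of them higher and 1159 lower in AS podocytes. With an unadjusted p under 0.05 and an absolute log2 fold change over 2, where the dashed lines of Suppl Figure S1 stand, 753 genes passed, 289 higher and 464 lower. The CPM of the 3 WT and the 3 AS samples did not overlap in 8513 genes, or 52.3% of those tested, where chance gives 10%. The low-count filter moved the count at the drawn threshold most. It was 1494 with every gene that had at least 1 count and 406 with a mean CPM of at least 1.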

The log<sub>2</sub> FC indicates the mean expression level for each gene. Each dot represents one gene. Black dots represent no significant DEGs between WT and AS podocytes. Blue dots represent down-regulated genes and red dots represent up-regulated genes. 

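The type IV collagen gene Col4a3 (ENSMUSG00000079465.9, chromosome 1), which is knocked out in the AS line, was measured in every sample. Its CPM was 938, 1052 and 1272 in the WT samples and 62.4, 61.2 and 82.9 in the AS samples, with means of 1087 ± 170 (SD, n = 3) and 68.8 ± 12.2 (SD, n = 3). The log2 fold change was -3.98 (standard error 0.15, adjusted p = 1.31e-07 from edgeR's quasi-likelihood test), so that AS podocytes held 0.0633 times the WT level. Every AS sample lay below every WT sample, which fits the labels of the 6 samples, although an exact permutation test of 3 against 3 cannot go below p = 0.10. Counts per gene do not show which exons the remaining 10520 AS counts came from. Col4a4 (ENSMUSG00000067158.10, chromosome 1) was at 605 ± 47.0 CPM (SD, n = 3) in WT and 452 ± 43.0 CPM (SD, n = 3) in AS podocytes. Its log2 fold change was -0.42 (standard error 0.09, adjusted p = 0.00390 from the same edgeR test), a level 0.747 times that of WT. Col4a5 (ENSMUSG00000031274.17, chromosome X) was at 950 ± 60.4 CPM (SD, n = 3) in WT and 1179 ± 38.7 CPM (SD, n = 3) in AS podocytes, a log2 fold change of 0.31 (standard error 0.07, adjusted p = 0.00603 from the same edgeR test). The differences in Col4a4 and Col4a5 were larger than the spread between samples and smaller than a fold change of 2. With each sample left out in turn, the log2 fold change stayed between -4.14 and -3.85 for Col4a3, between -0.48 and -0.35 for Col4a4 and between 0.27 and 0.36 for Col4a5.

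**Figure D1:**
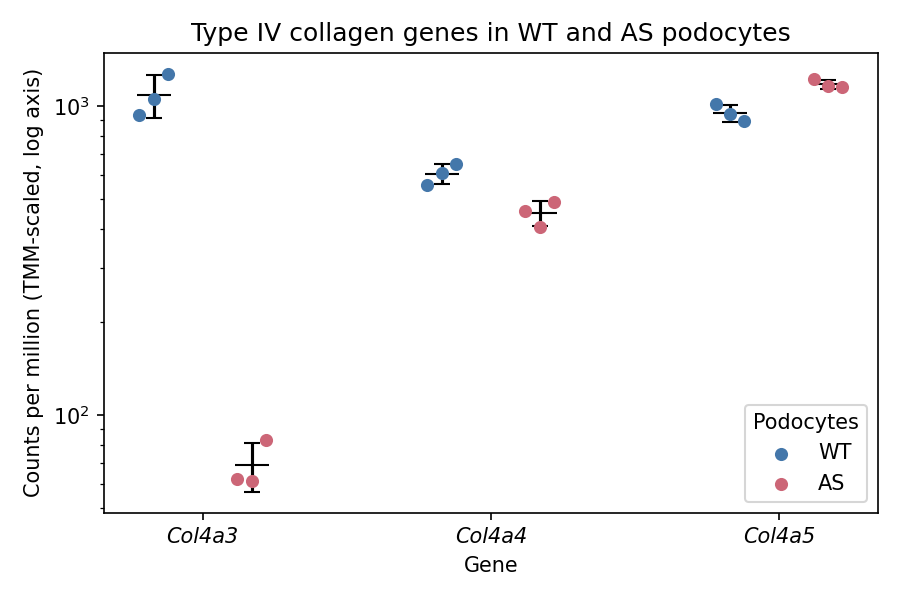
Expression (CPM, TMM-scaled, log axis) of Col4a3, Col4a4 and Col4a5 in each of the 3 WT and 3 AS samples (points), with the mean (horizontal line) and SD (error bars). The AS samples lie between 61.2 and 82.9 for Col4a3, where the WT samples lie between 938 and 1272.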

Notably, Col4A3 expression (green dot) is significantly decreased in AS podocytes, while Col4A4 (orange dot) and Col4A5 (yellow dot) remain unchanged. These results indicate an abnormal production of the mature  $\alpha3\alpha4\alpha5$  collagen type IV network in AS podocytes, consistent with the pathological mechanism of Alport Syndrome.

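The other genes of type IV collagen were measured in the same samples. Col4a1 was at 3945 ± 797 CPM (SD, n = 3) in WT and 3790 ± 333 CPM (SD, n = 3) in AS podocytes, and its log2 fold change of -0.06 (standard error 0.13, adjusted p = 0.765, edgeR) was within the spread between samples. Its sign changed to 0.11 without WT replicate 1. Col4a2 was at 2429 ± 521 and 2910 ± 237 CPM (SD, n = 3 each), with a log2 fold change of 0.26 (standard error 0.14, adjusted p = 0.163, edgeR). It passed the threshold without WT replicate 1, at 0.45 (adjusted p = 0.000893, edgeR), and also without a filter on low counts. With the replicate number as a block it passed as well, at 0.28 (adjusted p = 0.0243, edgeR). Whether these numbers pair the samples stays open. Both genes lie on chromosome 8, whose genes as a group were higher in the AS line, with a median log2 fold change of 0.31. Col4a6 was at 7.87 ± 0.573 and 6.13 ± 0.617 CPM (SD, n = 3 each), a log2 fold change of -0.36 (standard error 0.13, adjusted p = 0.0463, edgeR), and it lost the threshold in 5 of the 6 fits with 1 sample left out, each but the fit without AS replicate 1 (adjusted p = 0.137 without WT replicate 3, edgeR). From the lower Col4a3 with Col4a4 and Col4a5 described as unchanged, the paper reasons that the mature collagen network of the 3 chains is produced abnormally in AS podocytes. The counts measure RNA, and the chains and their network were not measured in these libraries.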

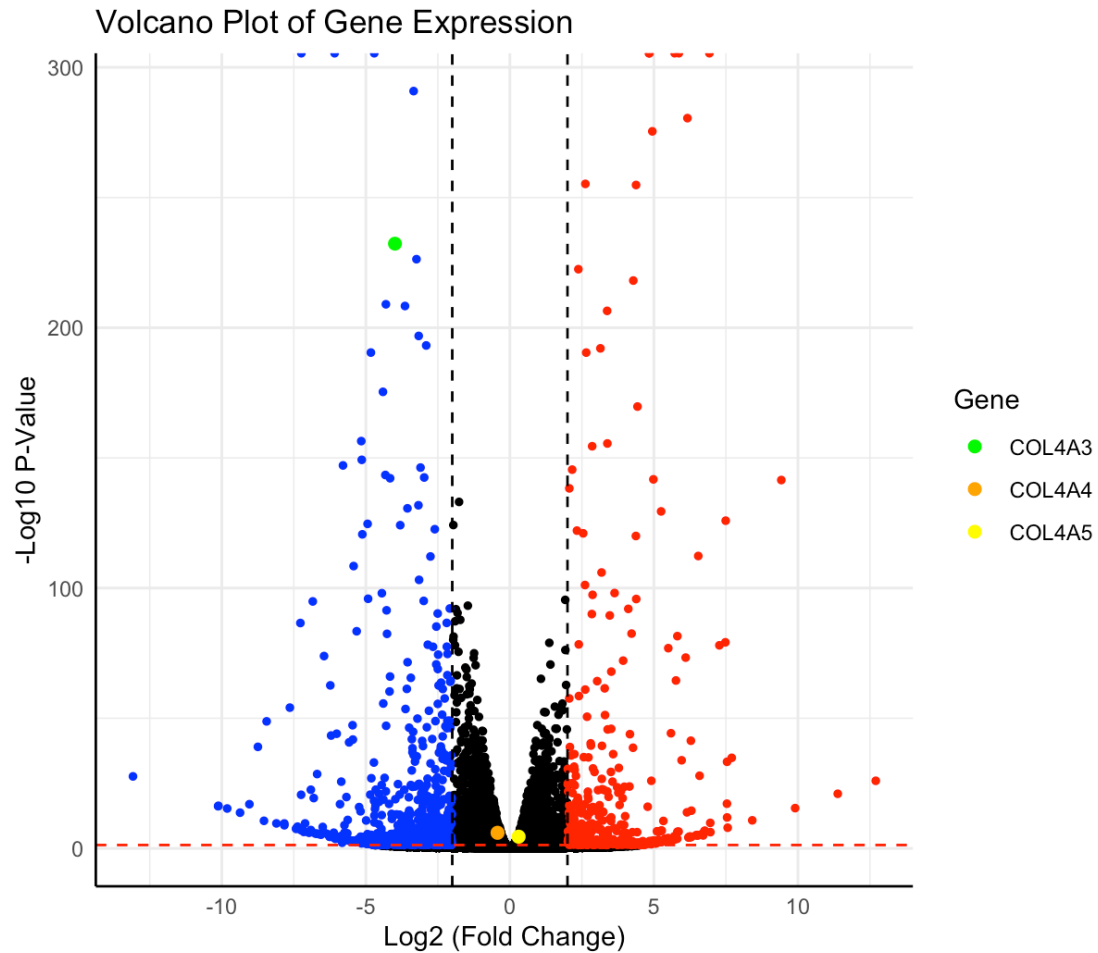

**Suppl Figure S1. Volcano plot of differentially expressed genes (DEG) identified between WT and AS podocytes.** The blue dots denote down-regulated gene expression, the red dots denote up-regulated gene expression, and the black dots denote the gene expression without significant differences.

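The fitted log2 fold changes ran from -13.6 to 13.3. The extremes belong to genes with no count in 1 of the lines, for which the fitted value is no bound. C1s1 was at 31.6 ± 2.81 CPM (SD, n = 3) in WT podocytes and had 0 counts in every AS sample, at least 1593-fold lower against 3 counts over the group. Dab1, Rbm46, AC165951.1 and Gm12312 also had 0 counts in AS podocytes and were at least 205-fold, 203-fold, 165-fold and 121-fold lower. Dpp6 had 0 counts in every WT sample and 25.8 ± 4.84 CPM (SD, n = 3) in AS podocytes, at least 1233-fold higher, followed by Trim12a (at least 494-fold) and the processed pseudogene Gm45456 (at least 177-fold). Gm13394 rose from 0.112 ± 0.0541 to 76.9 ± 2.08 CPM (SD, n = 3 each), and Pianp from 0.0411 ± 0.0357 to 8.74 ± 1.31 CPM (SD, n = 3 each). The adjusted p of these 10 genes ran up to 2.33e-05 in edgeR's quasi-likelihood test. The values of Gm45456, Gm12312 and Gm13394 are uncertain, since these are processed pseudogenes, and Gm13394 has 999 bases that match the Gapdh mRNA. Those of C1s1 and Trim12a are uncertain because reads could be split with the paralogs C1s2 and Trim12c, and that of the antisense gene AC165951.1 because the counting is not stated to use strand.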

## Method

Transcriptomic data were preprocessed and normalized using *limma* with the *voom* transformation to calculate log2-transformed CPM values. 

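With the voom transformation applied to the same filtered genes, the log2 CPM of Col4a3 was 10.1 ± 0.222 (SD, n = 3) in WT and 6.09 ± 0.246 (SD, n = 3) in AS podocytes. That of Col4a4 was 9.24 ± 0.112 in WT and 8.82 ± 0.139 in AS podocytes (SD, n = 3 each), and that of Col4a5 was 9.89 ± 0.0911 and 10.2 ± 0.0470 (SD, n = 3 each). In limma's moderated test the adjusted p was 1.63e-07 for Col4a3, 0.00308 for Col4a4 and 0.00326 for Col4a5. This fit called 6524 genes at an adjusted p under 0.05. At an unadjusted p under 0.05, 1994 genes had a fold change over 2 and 786 had an absolute log2 fold change over 2.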

Differentially expressed genes (DEGs) were identified using the *limma* R package, which employs linear modeling and empirical Bayes methods for robust statistical analysis. Significant DEGs were defined based on a p-value threshold of  $< 0.05$  and a fold change threshold of  $> 2$  or  $< -2$ . 

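The thresholds differ in how much they depend on adjustment for the number of genes tested. With edgeR's adjusted p under 0.05 in place of the unadjusted p, 1818 genes had a fold change over 2 and 748 had an absolute log2 fold change over 2. A fold change over 2 is an absolute log2 fold change over 1, and an absolute log2 fold change over 2 is a fold change over 4. Of the genes called by edgeR at an adjusted p under 0.05 alone, 4699 (72.1%) had a fold change of 2 or less, and the median absolute log2 fold change of the called genes was 0.54.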

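The 6 libraries were compared over the genes tested. The correlation of log2 CPM across genes, which are not independent replicates, was between 0.988 and 0.992 for samples of 1 genotype and between 0.952 and 0.956 for samples of different genotypes. The first principal component held 74.2% of the variance and separated WT from AS podocytes, and the component after it held 8.54%. The biological coefficient of variation, edgeR's estimate of the spread between samples, was 0.112. No pair of samples of 1 genotype differed by as little as sampling noise, since the chi-square of their counts per degree of freedom, which is near 1 for a library sequenced again, was between 9.78 and 49.9. Xist had 8 counts over the WT and 5 over the AS samples, while Ddx3y was at 140 ± 10.8 and 130.2 ± 8.12 CPM (SD, n = 3 each), as in cells with a Y chromosome.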

The dataset included 3 WT and 3 AS podocyte samples.

### Supplemental data Figure S2.

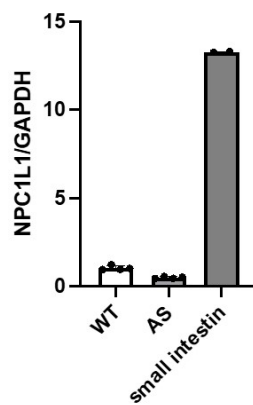

**Suppl Figure S2. NPC1L1 mRNA expression levels in immortalized WT and AS podocytes compared to small intestine.**

Relative mRNA expression levels (fold change) of NPC1L1 were measured using real-time PCR in WT and AS podocytes, as well as in the small intestine, where NPC1L1 expression has been reported to be abundant. The data indicate that NPC1L1 is expressed

at relatively low levels in both WT and AS podocytes compared to the small intestine. Results are normalized to GAPDH expression and presented as fold change in the graph.

How the deposited data were processed for this re-analysis (not part of the article)

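RNA-seq of 3 WT and 3 AS podocyte samples was analysed. The values are counts: the authors deposited whole-number counts of reads per gene for each sample, without normalization. The libraries were made from mRNA with 15 cycles of PCR, and the aligner, counting tool, annotation release and genome build are not given in the sources used here. Of the 57132 identifiers, 51880 matched GENCODE M21 (GRCm38) once the version was removed, and 35 matched with the same version. That annotation was therefore used for names, gene type, chromosome and gene order only, and no coordinates are given. In addition, 28476 genes had no count in any sample.

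Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), scaled by TMM, and tested with edgeR's quasi-likelihood test with genotype as the only term. The standard error given for edgeR is the log2 fold change divided by the square root of the F statistic, an approximation. The total counts lay between 45417221 and 54290968 per sample. Groups of 3 are too small for a test of single outlying samples, and the exact permutation test of 3 against 3 cannot go below 0.10. Intervals and limits of detection cover counting error only, since reads without molecular identifiers are not independent molecules.

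The tests were tested on simulated data, with counts drawn from the real means, dispersion and library sizes and 200 genes changed. Over the 15964 simulated genes that passed the filter for AS against WT, edgeR's quasi-likelihood test recovered 39.7% of genes changed by 0.5 on the log2 scale, 76.7% of those changed by 1 and 97.1% of those changed by 2, and 6.04% of its calls were false. False calls were 5.48% for limma-voom, 9.21% for edgeR with a replicate block, 17.6% for edgeR's likelihood ratio test and 19.1% for DESeq2. The limit of 15% set for this check covered all these tests at first. The likelihood ratio test and DESeq2 exceeded it, and the limit was applied to the main test alone after that was seen. The counts of those tests are therefore given as alternatives only. On the simulated data those tests made more false calls than their threshold states. The simulation changed 200 genes, far fewer than were called in the real data, so these shares need not hold for the real calls. A shift of 0.3 placed on chromosome 10 was recovered as 0.299.

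The genes named, apart from Gm14513, Tfam, Ppargc1b, Hk2 and Pfkp, were chosen by a rule fixed before the data were examined: the genes the paper names or measures, the perilipins, Smpdl3b, the other type IV collagen genes, the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05, a mean CPM of at least 1 and groups that do not overlap, 5 sex-linked genes, at most 3 members of each list with the smallest adjusted p, and 5 podocyte genes. In addition, 12 gene lists fixed at the same time were tested with camera (preset correlation 0.01): podocyte markers, triglyceride lipolysis, lipid droplet proteins, fatty acid uptake and activation, triglyceride synthesis, fatty acid oxidation, nuclear and mitochondrially encoded oxidative phosphorylation, mitochondrial biogenesis, cholesterol synthesis, interferon response and cell cycle. Alternatives were another normalization, library size only, DESeq2, limma-voom, edgeR's likelihood ratio test, no filter on low counts, a mean CPM of at least 1, a replicate block, each sample left out in turn, adjusted p in place of unadjusted p, fry, and camera with an estimated correlation. Fits with DESeq2 and limma-voom without a filter, and a fit with the median of each chromosome removed, were added after the data were seen. Lipolysis, fatty acids, electron microscopy, ezetimibe treatment and real-time PCR were not measured in these libraries.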

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

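The tests against random assignment of genes, against clusters of neighbouring genes and on pseudogenes were chosen only after the result was seen.

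The genes of whole chromosomes were shifted between the lines, in genes that the paper does not discuss. Over the 10785 genes with a mean log2 CPM over 2, the median log2 fold change relative to all chromosomes was 0.31 for the 616 genes of chromosome 8 (87.3% higher in AS podocytes) and 0.31 for the 530 genes of chromosome 10 (85.3% higher). It was 0.19 for chromosome 15, 0.19 for chromosome 5, 0.18 for chromosome 19, -0.21 for chromosome 6 and -0.18 for chromosome 4. Random assignment of genes to chromosomes gave a largest absolute median of 0.0834, and a share of 0.0001 as large, the smallest that 10000 draws can give, although genes are not independent. GC content and transcript length (M21 transcripts, known for 100% of the genes) argue against a sequencing bias, since the smaller of both medians was 0.303 after their trend was removed. A single library is excluded, since both medians were above 0 in 9 of 9 pairs of 1 AS and 1 WT sample. A few clusters of neighbouring genes are excluded as well, since 100% of the 47 windows of 25 genes on these chromosomes had a median above 0. A candidate explanation is a different copy number of these chromosomes in the AS line. It predicts a like shift at every expression level, and the smallest median over 3 classes of expression was 0.295. DNA was not measured, and regulation of whole chromosomes stays open. Each genotype is 1 cell line, so a change acquired in culture cannot be separated from the genotype by the design.

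A small number of genes had counts in 1 line only. With a mean CPM of at least 1 in the other line, 4 genes had 0 counts in every WT sample (Dpp6, Trim12a, Gm45456 and Gm14513) and 5 had 0 counts in every AS sample. Gm14513 was named after its value was seen. Of these 9 genes, 33.3% were pseudogenes, against 4.13% of the genes tested. Reads shared between paralogs or pseudogenes therefore stay open, since the count table does not hold the reads. The 9 genes lie on chromosomes 3, 4, 5, 6, 7, 11, 17 and X, with 0 pairs of neighbours among them, where random draws gave at most 1. This argues against 1 stretch of the genome that differs between the lines as the source of all 9. Separate stretches that each hold 1 of these genes stay open, since a count of neighbours cannot show them.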

How the results depend on the processing

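The fits with DESeq2 or limma-voom without a filter and the fit with chromosome medians removed were chosen after seeing the data, and all other alternatives before the data were examined.

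The number of genes at an adjusted p under 0.05 stayed within 1.5 times the main 6517 under every alternative, from 5120 without AS replicate 3 to 7066 with the replicate block. The number with an unadjusted p under 0.05 and a fold change over 2 was 1966, and it moved to 1152 with a mean CPM of at least 1, where fewer genes were tested, and to 3302 with limma-voom without a filter. It ran from 2030 to 2126 with each sample left out. With an absolute log2 fold change over 2 the number was 753, and it moved to 1494 without a filter, to 406 with a mean CPM of at least 1, to 1230 with DESeq2 without a filter and to 1831 with limma-voom without a filter. It ran from 856 to 906 with each sample left out. These moves go with the number of genes tested, 28656 without a filter and 12911 with a mean CPM of at least 1, against 16263.

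Col4a3, Col4a4 and Col4a5 kept their direction and an adjusted p under 0.05 under every alternative run. Over the alternatives chosen before, the adjusted p ran from 1.15e-199 to 3.25e-06 for Col4a3, from 1.19e-06 to 0.0171 for Col4a4 and from 0.000134 to 0.0339 for Col4a5.

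Of the gene lists, 2 passed with camera, cell cycle and cholesterol synthesis. With fry 6 passed, among them cell cycle but not cholesterol synthesis, and with the correlation estimated from the data 0 passed, where the adjusted p of the cell cycle list was 0.819. The cause was not tested. The number ran from 1 to 3 with each sample left out: cholesterol synthesis did not pass without WT replicate 1 or AS replicate 2, and the mitochondrially encoded list passed without WT replicate 3 or AS replicate 1.

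Whether the replicate numbers pair the samples stays open. Deviations from the group means correlated at 0.147, 0.0939 and 0.0526 for samples with the same number over all genes tested, and between -0.130 and 0.0571 for samples with different numbers. Over the 9547 genes with a mean log2 CPM over 3, a choice made after seeing the data, they correlated at 0.479, 0.2999 and 0.147, and between -0.406 and 0.283 for different numbers. The mitochondrial share of the counts rose with the number in both lines, at 0.882, 1.39 and 1.68% in WT and 1.30, 1.65 and 2.02% in AS podocytes. The replicate block gave 1960 genes at a fold change over 2, 760 at an absolute log2 fold change over 2 and 3 lists, the added list being the mitochondrially encoded one (camera, adjusted p = 0.00381). With the block, the Col4a2 log2 fold change was 0.28 and passed the threshold (adjusted p = 0.0243, edgeR), and the adjusted p of the Col4a6 log2 fold change was 0.0506 (edgeR).

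For the other 59 named genes, 849 of 883 values kept their direction and their side of the threshold, 27 lost the threshold and 4 gained it. The direction was reversed in 3. With 1 sample left out, Col4a1 ran from -0.17 without WT replicate 3 to 0.11 without WT replicate 1. With chromosome medians removed, the Col4a1 log2 fold change was -0.37, Smpdl3b was at 0.0066 and the Col4a2 log2 fold change was -0.049. None of these 3 genes passed the threshold in the main test or in the reversed fit. Depth limits genes near 0 counts, such as Npc1l1, Cd36, Plin1 and Plin5.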

Differences from the paper's values

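The paper's number of differentially expressed genes is 1230. The thresholds as written gave 1966 genes and the thresholds as drawn in Suppl Figure S1 gave 753. Of the alternatives set before the data were examined, a mean CPM of at least 1 (1152) and adjusted p (1818) were within 1.5 times the paper's number at the written thresholds. At the drawn thresholds, no filter on low counts (1494) and each fit with 1 sample left out (856 to 906) were. The other alternatives chosen before were not, among them limma-voom, which the paper names as its method, with 1994 and 786 genes. DESeq2 without a filter, at the drawn thresholds, gave 1230 genes, equal to the paper's number, and limma-voom without a filter gave 1831, which is within 1.5 times it. Both were chosen after seeing the values. The match was found among 90 counts looked at, from 18 fits at 5 thresholds each, of which 1 equalled the paper's number and 21 were within 1.5 times it. The study's own gene list was not used here, so the genes were not compared and the number of the paper's calls that this fit drops is not known.

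The height of the 3 collagen genes in Suppl Figure S1, read by eye as -log10 p, differed from the main values. Col4a3 was at 9.32 here, against about 230 in Suppl Figure S1. Col4a4 was at 3.12 here, against about 6 in Suppl Figure S1. Col4a5 was at 2.87 here, against about 4.5 in Suppl Figure S1. Among the alternatives chosen before, DESeq2 on the filtered genes was within 1.5 times the figure for all 3 genes, at 201.85, 5.65 and 4.57. For Col4a3 no other one was. For Col4a4, the likelihood ratio test, no filter and leaving out WT replicate 1 were as well, and for Col4a5 these and library size only, limma-voom and the replicate block. DESeq2 without a filter, chosen after seeing the values, gave 232, 6.00 and 4.51. This is the fit that gave 1230 genes at the drawn thresholds. Limma-voom gave 9.82 for Col4a3 on the filtered genes and 10.7 without a filter. These values argue against limma-voom, which the paper names, as the source of the Col4a3 height. For Col4a4 and Col4a5, limma-voom without a filter was within 1.5 times the figure, at 4.12 and 4.79. The log2 fold changes of the 3 genes did not differ from the figure in the main test.

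Npc1l1 relative to Gapdh was about 0.5 in AS relative to WT podocytes in Suppl Figure S2, which is a separate real-time PCR experiment. In the RNA-seq counts the same ratio was 3.55 ± 1.93 (SD, n = 3), and it stayed between 2.61 and 4.54 with each sample left out. It rests on 33 counts of Npc1l1 over the WT and 52 over the AS samples, and on a lower Gapdh in AS podocytes. Normalization cancels in this ratio.

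The paper states that Col4a4 and Col4a5 did not change in AS podocytes. Here both passed an adjusted p under 0.05 (0.00390 and 0.00603, edgeR), with log2 fold changes of -0.42 and 0.31. Neither passed the paper's threshold on fold change, and Col4a3 was lower here as in the paper.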

Other observations

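The tests of Cs, Gapdh, Ddhd2, Tfam, Polrmt and Esrra against the shift of their chromosomes were chosen only after the result was seen. So were the tests with thinned AS libraries and the test without the 20 genes with the most counts. Genotype and cell line are confounded in every comparison.

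The number of genes that differ between the lines was weighed first. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes at an adjusted p under 0.05 as the real split, the real one itself, with 6517. The highest of the other splits gave 0 with edgeR's quasi-likelihood test, 0 with limma-voom and 62 with DESeq2, and 707 genes at an unadjusted p under 0.05. Each of the other splits mixes WT and AS samples in both groups, so that the difference between the lines widens the spread within groups. Few calls follow from that alone, so these splits do not show what chance would give. The share of splits cannot decide on chance, since 10 splits cannot give a share under 0.10. Other values argue against chance as the source of the whole count. The groups did not overlap in 52.3% of the genes tested, where chance gives 10%. The correlation was at least 0.988 within and at most 0.956 between genotypes. On simulated data 6.04% of the calls of edgeR's quasi-likelihood test were false, with 200 genes changed. This share need not hold for the real data, where far more genes were called. A difference in library size is excluded as the whole cause. With the AS libraries thinned to 0.5 of their counts, which reverses and widens the difference in depth, 15634 genes were tested and 6223 passed, 6022 of them genes that passed before. A few genes taking most of the counts is excluded as the whole cause as well. With library size only, which does not hold the median near 0 as TMM does, leaving out the 20 genes with the most counts moved the median log2 fold change of the other genes by -0.012, against a median absolute log2 fold change of 0.54 in the called genes.

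Citrate synthase activity is higher in AS podocytes in the paper (Figure 1J). Its gene Cs was at 255 ± 10.7 CPM (SD, n = 3) in WT and 320.3 ± 5.56 CPM (SD, n = 3) in AS podocytes, a log2 fold change of 0.33 (adjusted p = 0.00150, edgeR). Cs lies on chromosome 10, and with the chromosome medians removed its log2 fold change was 0.02 (adjusted p = 0.830, edgeR). A hypothesis is that the higher Cs RNA may belong to the shift of chromosome 10. The activity itself was not measured in these libraries.

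Gapdh, by which the paper's real-time PCR was normalized, was lower in AS podocytes, with 1175 ± 61.9 CPM (SD, n = 3) in WT and 494 ± 14.4 CPM (SD, n = 3) in AS podocytes. The log2 fold change was -1.25 (adjusted p = 9.87e-07, edgeR). Reads counted on pseudogenes in place of Gapdh are excluded as the whole cause. Reads that match several genes may have been left out of the counts, since the counting tool is not given. A loss of such reads stays open. The CPM summed over 392 genes with at least 200 bases matching the Gapdh mRNA rose from 24.0 to 100.4, and with these added to Gapdh the log2 ratio was still -1.01. The shift of chromosome 6 is excluded as the whole cause, since the adjusted p was 3.56e-06 (edgeR) with the chromosome medians removed. Of 14 other glycolysis genes 10 were lower, 5 of them at an adjusted p under 0.05 (edgeR), while 4 were higher at that threshold. Their median log2 fold change was -0.068, with Hk2 the lowest at -1.29 and Pfkp the highest at 0.81. These values argue against a fall of the glycolysis genes as a whole by as much as Gapdh. A smaller part of a lower glycolysis in the lower Gapdh stays open, since these genes go both ways. A variant of Gapdh in 1 line stays open too. Npc1l1 had 8, 13 and 12 counts in the WT and 16, 8 and 28 in the AS samples, and the ratio of AS over WT was 1.49 (95% exact interval 0.948 to 2.39), so that a difference was not detectable at this depth.

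The 12 lists were tested with camera, and the cell cycle list was lower in AS podocytes (median log2 fold change -0.75, adjusted p = 1.01e-07, 31 of 36 genes lower at an adjusted p under 0.05 over all genes tested and 35 changed when adjusted over the list alone). It passed with fry (0.0376) and not with an estimated correlation (0.819). Depth is excluded as the whole cause, since the median of the list was -0.74 with the AS libraries thinned to 0.5 of their counts, and so are the chromosome shifts, with a median of -0.72 once they were removed. The median of the list relative to each gene's mean was 0.55, 0.60 and -0.06 in the WT samples and -0.39, -0.37 and -0.28 in the AS samples, so that WT replicate 3 lay nearer the AS samples. The growth state of the cells stays open. Cholesterol synthesis was higher (median 0.29, adjusted p = 0.0195) and did not pass with fry (0.0551), with an estimated correlation (0.819), without WT replicate 1 (0.109) or without AS replicate 2 (0.0575). This list was not tested with the chromosome medians removed. Some of its higher genes lie on chromosomes shifted up, such as Insig1 on chromosome 5 and Lss on chromosome 10, while Hsd17b7 lies on chromosome 1. A part of the chromosome shifts in this list stays open.

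The other 10 lists did not pass with camera. The adjusted p was 0.288 for podocyte markers, 0.976 for triglyceride lipolysis, 0.635 for lipid droplet proteins, 0.577 for fatty acid uptake and activation, 0.976 for triglyceride synthesis, 0.506 for fatty acid oxidation, 0.635 for nuclear oxidative phosphorylation, 0.165 for mitochondrially encoded oxidative phosphorylation, 0.288 for mitochondrial biogenesis and 0.506 for interferon response. With fry, podocyte markers and fatty acid uptake and activation were lower, and triglyceride synthesis, fatty acid oxidation and mitochondrial biogenesis were higher. Of the 4 genes of mitochondrial biogenesis that were higher at an adjusted p under 0.05, 3 lie on chromosome 10 (Cs, Tfam and Polrmt) and lost the threshold with the chromosome medians removed, Tfam at a log2 fold change of 0.15 (adjusted p = 0.289, edgeR) and Polrmt at 0.06 (adjusted p = 0.483, edgeR), while Esrra kept it at 0.31 (adjusted p = 0.0222, edgeR). In the same list Ppargc1b, named after its value was seen, was lower (-1.25, adjusted p = 0.0489, edgeR). The median of triglyceride synthesis was -0.11, against a mean of 0.07, so that its direction differs by measure. The mitochondrially encoded list passed with camera without WT replicate 3 (adjusted p = 0.0127) and without AS replicate 1 (adjusted p = 0.0341). It also passed with the replicate block (camera, adjusted p = 0.00381), though whether the replicate numbers pair the samples stays open. A p that misses the threshold does not show that these lists were alike in the lines.

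Of the genes for lipid uptake and the perilipins, Cd36 had 3 counts over the WT and 0 over the AS samples, and Plin1 and Plin5 had 3 and 0 each, at or under the limit of detection. Ddr1 was lower in AS podocytes (log2 fold change -0.63, adjusted p = 0.000260, edgeR), as was Plin2 (-0.47, adjusted p = 0.000997, edgeR). Plin4 was higher (0.97, adjusted p = 0.00336, edgeR). Plin3 (0.09, adjusted p = 0.264, edgeR) and Smpdl3b (-0.17, adjusted p = 0.195, edgeR) did not pass. Without WT replicate 1 the Smpdl3b log2 fold change was -0.28 and passed (adjusted p = 0.00866, edgeR). Among podocyte genes, Wt1 was lower (-3.04, adjusted p = 3.57e-05, edgeR), as were Synpo (-0.61, adjusted p = 0.000144, edgeR) and Nphs1 (-3.47, adjusted p = 0.00276, edgeR, on 67 and 6 counts). Podxl was lower (-0.97, adjusted p = 0.0146, edgeR) and rests in part on WT replicate 1 (21.2 CPM against 11.3 and 9.84 in the other WT samples), without which the Podxl log2 fold change was -0.55. It lost the threshold without AS replicate 3 (adjusted p = 0.0651, edgeR).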
